# ZNF-Mediated Resistance to Imatinib Mesylate in Gastrointestinal Stromal Tumor

**DOI:** 10.1371/journal.pone.0054477

**Published:** 2013-01-25

**Authors:** Lori Rink, Michael F. Ochs, Yan Zhou, Margaret von Mehren, Andrew K. Godwin

## Abstract

Although imatinib mesylate (IM) has transformed the treatment of gastrointestinal stromal tumors (GIST), many patients experience primary/secondary drug resistance. In a previous study, we identified a gene signature, consisting mainly of Kruppel-associated box (KRAB) domain containing zinc finger (ZNF) transcriptional repressors that predict short-term response to IM. To determine if these genes have functional significance, a siRNA library targeting these genes was constructed and applied to GIST cells *in vitro*. These screens identified seventeen “IM sensitizing genes” in GIST cells (sensitization index (SI) <0.85 ratio of drug/vehicle) with a false discovery rate (FDR) <15%, including twelve ZNF genes, the majority of which are located within the HSA19p12–13.1 locus. These genes were shown to be highly specific to IM and another tyrosine kinase inhibitor (TKI), sunitinib, in GIST cells. In order to determine mechanistically how these ZNFs might be modulating response to IM, RNAi approaches were used to individually silence genes within the predictive signature in GIST cells and expression profiling was performed. Knockdown of the 14 IM-sensitizing genes (10 ZNFs) universally led to downregulation of six genes, including TGFb3, periostin, and NEDD9. These studies implicate a role of KRAB-ZNFs in modulating response to TKIs in GIST.

## Introduction

Gastrointestinal stromal tumors (GISTs) are the most common mesenchymal tumors with an estimated annual incidence of ∼6,000 new cases in the United States [1]. Mazur and Clark originally described these tumors in 1983, noting they contained smooth muscle and neural elements [2]. GISTs are recognized immunohistochemically by CD117, the 145 kDa transmembrane glycoprotein KIT. They are believed to arise from the Interstitial Cells of Cajal (ICC) [3] or from interstitial mesenchymal precursor stem cells [4]. The majority (∼70%) of GISTs possess gain-of-function *KIT* mutations in exons 9, 11, 13 or 17. Smaller subsets of GISTs possess either gain-of-function mutations in *PDGFRA* (exons 12, 14, or 18) (∼10%), *BRAF* (exon 15) (∼1–2%) or no mutations, commonly referred to as wild-type (WT) GISTs (∼10–15%) [5], [6] [1], [7]. Recently, germline inactivating mutations in the genes encoding succinate dehydrogenase subunits A, B, C and D (*SDHA*, *SDHB*, *SDHC* or *SDHD*) have been reported in GISTs lacking *KIT*/*PDGFRA* mutations [8], [9] correlating with overexpression of IGF1R in these tumors [10], [11], [12]. The most common primary site for these neoplasms is the stomach (∼55%) [1], [13], followed by small intestine (∼30%), colon, rectum, anus, esophagus, mesentery and omentum (∼15% total) [14], [15], [16]. GISTs occur most frequently in patients over 50, with a median age of presentation of 58 years; however, GISTs have also been observed in the pediatric population [15].

Imatinib (IM), an oral 2-phenylaminopyrimidine derivative that works as a selective inhibitor against mutant forms of type III tyrosine kinases such as KIT, PDGFRA, and BCR/ABL, has significantly improved the clinical outcome of patients with advanced GIST. IM has become the standard treatment for patients with metastatic and/or unresectable GIST, with objective responses or stable disease obtained in >80% of patients and a median time to progression of 2 years [17], [18], [19]. Response to IM has been correlated to the genotype of a given tumor [20]. GIST patients with exon 11 *KIT* mutations have the best response and disease-free survival, while other *KIT* mutation types and WT GIST have low response rates to IM. For patients whose GISTs fail IM therapy, sunitinib malate, a multi-targeted tyrosine kinase inhibitor, with activity against KIT, PDGFRA, VEGFR, and FLT-1, is utilized as second line therapy. Clinical trials of sunitinib have demonstrated an objective response rate of ∼10% with further disease stabilization in 50% of patients with IM-refractory disease, and a median progression-free survival of 6 months [21]. While it is not clear what the final result will be for agents currently in clinical trials of GIST patients, e.g., dasatinib, nilotinib, masatinib, and regorafenib, they too are likely to have limited action as monoagents.

Although IM has revolutionized the treatment of patients with GISTs; clinical resistance to IM has become a reality, despite the initial efficacy observed. Furthermore, very limited options exist for patients (∼20%) that are refractory at the start of treatment. We have focused on determining why some GISTs respond initially to IM, while others are refractory, sometimes regardless of mutational status. Using clinical pre-treatment biopsy samples from a prospective neoadjuvant phase II trial (RTOG 0132), we previously identified a 38-gene signature that includes KRAB-*ZNF 91* subfamily members that can predict rapid response to IM [22]. This was the first neoadjuvant trial of IM in GIST patients and the first molecular study to examine gene expression changes associated with tumor response following drug treatment in both primary and metastatic GISTs. Here we demonstrate that 17 of these IM-sensitizing genes, including 12 ZNFs, are not only predictive of IM response but mediate the drug's activity. In order to determine mechanistically how these ZNFs might be modulating response to IM, RNAi approaches were used to silence the expression of the genes within the predictive signature (including 10 ZNFs) in GIST cells and individually assess their effect on global gene expression in order to find common regulatory pathways.

## Methods

### Cell Cultures

GIST-T1, a tumor cell line possessing a heterozygous mutation in *KIT* exon 11 kindly provided by Takahiro Taguchi [7], [23], [24], and A2780 [25], an ovarian cancer cell line were grown as previously described [26]. For drug treatment, drugs were added directly to the cell medium at the indicated final concentration for the specified period of time. Imatinib mesylate (Gleevec™), ifosfamide, doxorubicin and sunitinib malate were purchased from the Fox Chase Cancer Center pharmacy.

### siRNA transfection and IM sensitivity

The custom siRNA library targeting 53 genes, 25 of which were identified in our previous study [22], was designed and synthesized with four independent siRNAs pooled for each target (Qiagen, Valencia, CA). Transfection conditions were determined for GIST T1 cells using siRNA smart pools against KIT and GL-2 (Dharmacon) controls to achieve Z′ factor of 0.5 or greater. We used a reverse transfection protocol in which the final concentration of siRNA was 50 nM. Forty-eight hours after transfection, vehicle only or vehicle+IM (45 nM) were added to two plates. After twenty-four hours cell viability was assessed using the Alamar blue assay. This assay is based on the ability of living cells to convert the redox dye, resazurin, into the fluorescent end product, resorufin. Alamar blue was added to all wells and incubated for three hours followed by data recording using an EnVision microplate reader (PerkinElmer). Hits identified by pooled siRNAs were validated by confirming that 2 or more (of 4) independent siRNAs (at 12.5 nM) targeting the same gene in each case provided sensitization to IM. Ifosfamide (1 µM), doxorubicin (100 nM) or sunitinib (40 nM) were also applied to the deconvoluted siRNAs to identify sensitizing targets.

### Statistical Analysis

Alamar blue raw luminescence values collected from the high throughput siRNAs screen were normalized to negative GL2 control samples on the same plate. Each siRNA was then assigned a sensitization index (SI) as SI = (V_drug_/GL2_drug_)/(V_DMSO_/GL2_DMSO_), where V was viability measure in wells transfected with targeting siRNA and GL2 was the median viability of five wells with non-targeting negative control siRNA on the same plate. All calculations were automated using the cellHTS2 [27] package within the Bioconductor open source software package (http://bioconductor.org) [28]. Drug effect was measured using a linear model [29] encoded in the limma R/Bioconductor package [30]. Hits were identified on the basis of statistical significance as well as biological significance. Statistical significance was determined from the linear model with Benjamini-Hochberg correction [31]. Hits showing an FDR of less than 15% were considered statistically significant. Biological significance was defined as a decrease in SI greater than 15%. Hits identified as statistically and biologically significant were further validated.

### RNA isolation & Microarray Gene Expression Arrays

Total RNA was isolated from cells using TRIzol reagent according to the protocols provided by the manufacturer (Invitrogen Corp., Carlsbad, CA). RNA quantification and quality assessment were assessed using the 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA). Affymetrix Human Exon 1.0 ST arrays were used for hybridization, arrays were scanned using an Affymetrix GeneChip Scanner 3000 and the scanned images were quantified using Affymetrix GeneChip Command Console Software (AGCC). The expression data was obtained in the form of CEL files.

### Microarray Data analysis

CEL files were loaded into R/Bioconductor [28] and analyzed with the oligo package [32]. Data were normalized using RMA and summarized to the gene level using the core probes. The data comprised estimates for 22011 genes across 16 samples. Given the low number of control samples, we identified genes based on mean expression changes relative to controls. We defined a log2 fold change thresholds of 1.0. Then we focused on genes found to be down- or up-regulated in all samples with this cutoff, which included six downregulated genes all with mean log2 fold change less than −1.5. One gene was upregulated in all knockdowns beyond the threshold, and it had a mean log fold change of 1.3.

To explore the impact of the global changes in gene expression, we analyzed the data using a t-test comparing controls to siRNA knockdowns with pooled variance to account for the low number of control samples. Gene set analysis using a Wilcoxon gene set test from the limma R package [30] was used with the t-statistic to identify chromosomal regions and curated pathways (KEGG, Biocarta, Reactome) showing significant changes between knockdowns and controls. All significance was defined as Bonferroni corrected p-value<0.05. Microarray data are available through the Gene Expression Omnibus (accession number GSE40080).

### Quantitative RT-PCR

RNA was reverse transcribed to cDNA by SuperScript II reverse transcriptase (Invitrogen). Expression of mRNA for the 14 IM-sensitizing genes, periostin, TGFb3 and two endogenous control genes (HPRT and 18S) was measured in each sample by real-time PCR (with TaqMan Gene Expression Assay products on an ABI PRISM 7900 HT Sequence Detection System, Applied Biosystems, Foster, CA) following protocols recommended by the manufacturer and as previously described [33]. The relative mRNA expressions were adjusted with either HPRT or actin. The primer/probe (FAM) sets were obtained from Applied Biosystems.

## Results

### Functional Evaluation of a Predictive Gene Set Associated with Response to IM in GIST

Using clinical samples from a prospective neoadjuvant/adjuvant phase II trial we had previously identified a genetic signature which includes KRAB-*ZNF 91* subfamily members that may be predictive of rapid response to short-term IM treatment and which may provide a prognostic biomarker identifying patients who will benefit from it [22]. This gene signature is composed of thirty-eight genes that were expressed at significantly lower levels in the pre-treatment samples of tumors that rapidly responded to IM. Eighteen of these genes encoded KRAB domain containing zinc finger (KRAB-ZNF) transcriptional repressors, ten of which of which mapped to a single locus on chromosome 19p. In order to determine if modifying expression of genes within this predictive signature could enhance the sensitivity to IM, we designed a custom siRNA library containing 53 genes, 25 of which showed differential expression between stable disease and rapid response groups in the aforementioned study (**Table S1**) [22]. There were thirteen genes identified in the previous study that were not represented in the siRNA library mainly because they were not annotated or had high homology to an already included ZNF. In addition to those 25 genes, we included 13 additional genes located in that same locus, i.e., HSA19p12–19p13.1 that showed a pattern of differential expression but did not reach statistical significance in our previous study (**Table S2**). The remaining 15 genes included in the current screen were of interest as a result of our previous studies that elucidated the role of IGF1R and KIT signaling in the pathogenesis of GIST, i.e., SPRY2 & 4, SPRED1 & 2, FBXO32, IGF1R, IGF2R, IGF1 & 2 and IGFBP1–6 (**Table S3**) [10], [11], [34]. We screened GIST T1 [23], an IM sensitive GIST cell line, and an unrelated ovarian cancer cell line, A2780 [25], with the custom siRNA library (four siRNAs pooled/gene) in combination with vehicle (PBS) or small molecule inhibitor, IM at IC_30_ concentration. Viability was measured with Alamar blue, a metabolic indicator of cell viability. From these screens, 37 of the 53 genes were identified as “primary IM sensitizing hits” in GIST T1 cells (**Figure 1A** **, bottom row, blue boxes**). These hits are defined as genes that when expression was silenced, decreased control-normalized viability by at least 15% in the presence of IM compared to the viability in the presence of vehicle (defined as the Sensitization Index (SI) <0.85) with a false discovery rate (FDR) <15%. No hits were identified in the A2780 cell line, indicating GIST-specificity (**Figure 1A** **, top row, yellow boxes**). Seventeen of the primary 37 hits were validated by confirming that 2 or more (of 4) independent siRNAs targeting the same gene in each case provided sensitization to IM (SI<0.85, FDR<15%) (**Figure 1B** **, bottom row**). Interestingly, 12 of the 17 (71%) validated hits were ZNF genes, 10 (59%) of which are located within the HSA19p12–13.1 locus. In addition, two members of the insulin-like growth factor (IGF) family, IGF2R and IGFBP2, were identified as sensitizing hits. Quantitative PCR analysis confirmed knockdown of the target in 15/17 validated genes (**Figure 2**).

**Figure 1:**
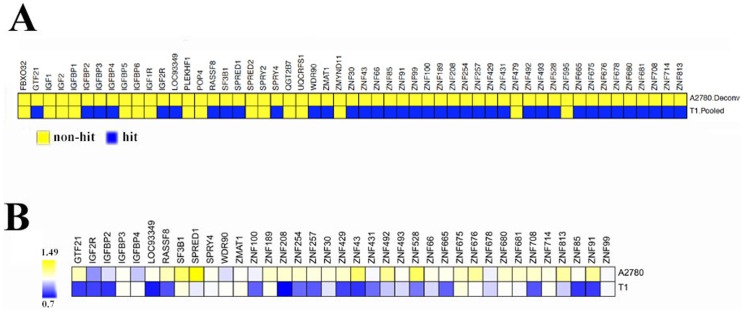
siRNA screen identifies GIST-specific IM sensitizing genes. (A) Primary IM sensitizing hits (SI<0.85, blue) identified using pooled siRNAs in A2780 (0 hits) and T1 cells (37 hits). (B) Validation of the primary IM sensitizing hits using deconvoluted siRNA screen. 17 of the primary hits were validated. Heatmap shows the average SI values from two or more confirmed individual siRNAs. SI values on log scale are plotted.

**Figure 2:**
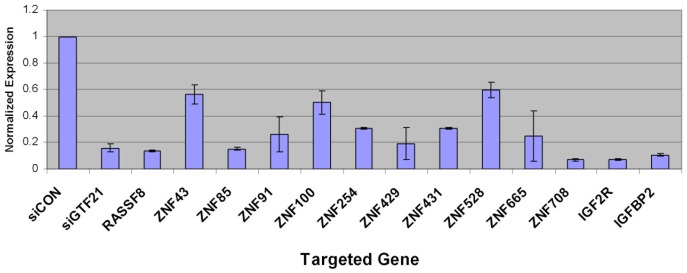
Validation of target gene knockdown by quantitative RT-PCR. RNA expression of indicated target genes in GIST T1 cells after knockdown with corresponding siRNA. Expression levels were normalized to HPRT. Results are of three independent experiments.

### Drug Specificity of Sensitizing Genes

The validation set has also been tested with other agents to measure IM specificity. We selected doxorubicin (anthracycline antibiotic, a DNA intercalating agent) and ifosfamide (nitrogen mustard alkylating agent), both relatively ineffective chemotherapeutic agents used prior to IM to treat GISTs, as well as sunitinib, a small molecule kinase inhibitor (targets KIT, PDGFRA, VEGFR, and FLT-1) which has shown some success in the treatment of GISTs. For this small screen, the best two siRNAs from the previous screen were pooled in a 96-well format, and cells were transfected and treated (at IC_30_ concentrations) as previously described. SI values were calculated as previously described. None of these genes were sensitizing hits for ifosfamide. Knockdown of 5 out of 17 (29%) of these genes sensitized GIST T1 cells to doxorubicin. In contrast, knockdown of 14 out of 17 genes (82%) sensitized to sunitinib (**Figure 3**). These findings are consistent with the fact that sunitinib has many of the same targets as IM and indicate that these sensitizing genes are highly specific to IM and sunitinib.

**Figure 3:**
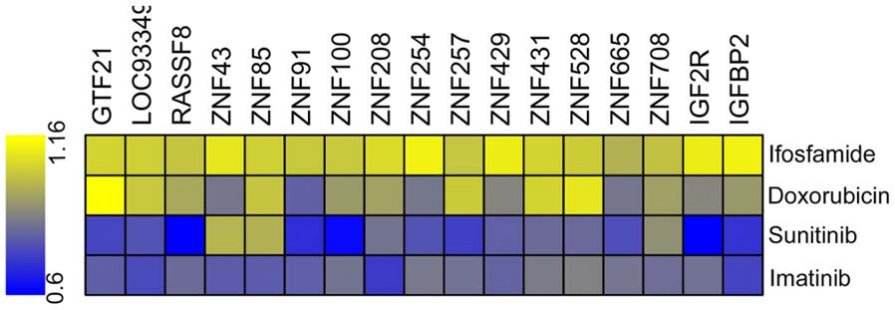
Heatmap showing sensitizing index (SI) ranging from 0.6 (blue) to 1.16 (yellow). Sensitization was tested in GIST T1 cells in the presence of four drugs including separately: Ifosfamide (top), Doxorubicin (second row), Sunitinib (third row) and IM (bottom). SI values on log scale are plotted.

### Elucidating Targets of these “IM Sensitizing Genes”

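Gene expression was measured in GIST T1 cells, a human GIST cell line with an activating KIT mutation, on 16 Affymetrix Human Exon 1.0 ST arrays, which carry probes in the exons of each gene. Each of 14 arrays held RNA of cells in which 1 gene was silenced by siRNA at 50 nM. The silenced genes were the zinc finger genes ZNF43, ZNF85, ZNF91, ZNF100, ZNF254, ZNF429, ZNF431, ZNF528, ZNF665 and ZNF708 and 4 others. These 4 were GTF2I, a general transcription factor, IGF2R, the receptor that clears IGF2 from the cell surface, IGFBP2, a binding protein of insulin-like growth factors, and RASSF8, a Ras association domain protein. The other 2 arrays held RNA of cells transfected with siCON. The paper places them at 48 h and 72 h after transfection, the deposited labels give 24 h and 72 h, and neither the paper's text nor the labels give the harvest time of the knockdown arrays. The authors normalized the arrays by RMA in the oligo package and deposited log2 expression estimates for 22011 transcript clusters, summarized to the gene level from the core probes. On this scale a difference of 1 is a 2-fold change. The median over clusters was 7.75 and 7.76 on the siCON arrays and lay between 7.75 and 7.87 on the knockdown arrays. The SD over clusters was 2.27 and 2.26 on the siCON arrays and ran from 2.16 on the IGF2R array to 2.27 on the ZNF429 array. Every knockdown array except that of ZNF429 had a smaller SD than both siCON arrays. Of the clusters, 14432 carry 1 gene symbol, 2408 carry several and 5171 carry none, so that 14233 genes had a cluster of their own. Values were used as deposited, with no filter on dim clusters. Each knockdown was compared with the mean of the 2 siCON arrays, and the 14 knockdowns together were compared with siCON in limma, where the spread among the different knockdowns is part of the error. The number of arrays limits the precision, and nothing states that the siCON arrays came from separate cultures, so p-values measure only the spread between these arrays, in which harvest times and the different siRNAs are mixed with technical error.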

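Of the 5 silenced genes with a transcript cluster of their own, RASSF8, ZNF254, IGFBP2 and ZNF528 had their lowest value of all 16 arrays on the array of their own knockdown. RASSF8 was 7.00 on its own array and 8.25 ± 0.333 (SD, n = 13) on the other knockdown arrays, a log2 difference of −1.25. ZNF254, a KRAB zinc finger gene, was 8.22 against 9.35 ± 0.290, IGFBP2 was 8.06 against 8.74 ± 0.221, and ZNF528 was 4.54 against 4.94 ± 0.148. ZNF43 was 9.77 against 10.15 ± 0.370 and ranked 3 of 16 from the lowest. Over these 5 genes the value on the own array was lower by a mean difference of −0.77 (one-sided permutation test of which array is a gene's own, 100000 permutations, p = 3e-05). The other 8 measured targets share their cluster with another gene symbol, so their values also hold that gene. Of these, 7 were lowest on their own array, among them GTF2I (−2.26), IGF2R (−2.14), ZNF429 (−2.06) and ZNF91 (−1.62). ZNF665, at 3.29 on its own array and 3.47 in siCON, and ZNF528 are not shown to be above background, so their rank says little about their knockdown, and ZNF91, at 4.67 on its own array, is as dim there, so the exact size of its difference carries little weight. The shared cluster of ZNF100 differed by −0.07 and ranked 6 of 16. Over all 13 measured targets the mean difference was −1.06 (permutation p = 1e-05, the smallest the permutations can give). No cluster names ZNF708, so its knockdown could not be checked on these arrays, and with 1 array per knockdown no single target could be tested.

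**Figure D1:**
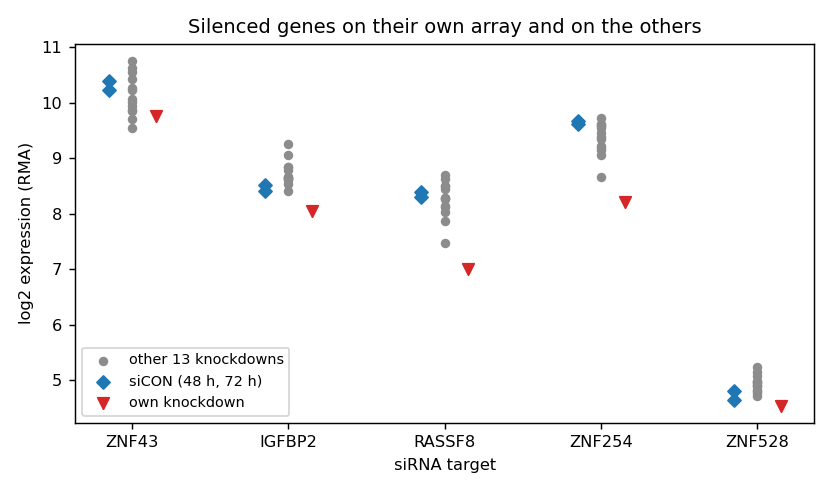
Log2 expression (RMA) of the 5 silenced genes that have a transcript cluster of their own, by siRNA target. Red triangles show the array of the gene's own knockdown, gray points the other 13 knockdown arrays and blue diamonds the 2 siCON arrays. The own array of RASSF8, at 7.00, and that of ZNF254, at 8.22, lie below every other array, whereas that of ZNF43, at 9.77, does not.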

To identify downstream targets of these ZNFs in the hope of elucidating the mechanisms by which they are modulating response to IM, Affymetrix Exon 1.0 ST arrays were used to examine gene expression on GIST T1 cells that have been transfected with siRNAs against 14 of the “sensitizing genes” (10 of which were ZNFs) as well as siCON (non-targeting siRNA). All samples were compared to the GIST T1 cells transfected with siCON to identify genes that changed on knockdown, and we generated our candidate list using minimum log2 fold change of 1.0 (equivalent to a halving of expression). Six genes were found to be downregulated by this amount in all samples with median log2 fold changes >−1.5. 

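POSTN, which encodes the secreted matrix protein periostin, was 10.14 on the siCON arrays (mean of 2, at 9.64 and 10.64) and 7.93 ± 0.459 (SD, n = 14) on the knockdown arrays, a log2 difference of −2.21 (standard error 0.326, adjusted p = 0.00454 from limma). ENPP5, of the ectonucleotide pyrophosphatase family, fell from 7.37 to 5.42 ± 0.373 (log2 difference −1.95, standard error 0.249, adjusted p = 0.00108). TGFB3, a ligand of the TGF-beta family, fell from 9.47 to 7.83 ± 0.310 (log2 difference −1.65, standard error 0.217, adjusted p = 0.00114), and DDAH1, which breaks down methylated arginines that inhibit nitric oxide synthase, fell from 9.66 to 8.04 ± 0.405 (−1.62, standard error 0.272, adjusted p = 0.0103). SI, the sucrase-isomaltase of the intestinal brush border, fell from 5.88 to 4.34 ± 0.106 (−1.54, standard error 0.0987, adjusted p = 1.23e-07). Its level in the knockdowns lies under the lower quartile of every array (6.13 to 6.42) and is not shown to be above background, so the size of its change and its small spread carry little weight. ENPP5 in the knockdowns lies under these quartiles too and is likewise not shown to be above background, so the size of its change is uncertain. The last of the 6 is a cluster listed under both C2orf15 and MRPL30, a mitochondrial ribosomal protein, which fell from 8.16 to 6.19 ± 0.384 (−1.97, standard error 0.257, adjusted p = 0.00108), a level in the knockdowns near the lower quartile of the arrays. These were the clusters lower by at least 1 in each of the 14 knockdowns, and their median differences lay between −1.53 for DDAH1 and SI and −2.27 for POSTN. The smallest decrease was −1.05 for DDAH1 in the ZNF100 knockdown and the largest −2.90 for POSTN in the ZNF708 knockdown. A cluster of MRPL30 alone differed by −0.42 (adjusted p = 0.345) and one shared with LIPT1 by −0.02 (adjusted p = 0.943). Each of the 6 had p = 0.00833 in an exact permutation test, the smallest that the 120 choices of 2 of 16 arrays allow, which their choice by a decrease in every knockdown all but fixes in advance. Arrays simulated with no change against the same 2 siCON arrays gave a mean of 0.09 such clusters and at most 1 in 100 simulations. The simulation drew each cluster independently with the spread of the knockdowns, so it holds no structure shared by arrays and does not measure that source of chance. By limma, 62 clusters were lower and 57 higher at an adjusted p under 0.05 (1525 and 1711 at an unadjusted p under 0.05). Among the lower ones not in Table 1, MAP2, which binds the microtubules of neurons, fell by 1.60 (standard error 0.286, adjusted p = 0.0169), and HPSE, the heparanase that cuts heparan sulfate, fell by 1.33 (standard error 0.194, adjusted p = 0.00400). KBTBD8, a substrate adaptor of a ubiquitin ligase, fell by 1.37 (adjusted p = 0.0161), the RNA-binding protein gene RBM11, as dim as SI at 4.24 in the knockdowns, by 1.25 (adjusted p = 0.0303) and ARFGEF3 by 1.23 (adjusted p = 0.0281). With siCON replicate 1 left out and then replicate 2, the log2 difference was −2.71 and −1.71 for POSTN and −1.99 and −1.91 for ENPP5. In the same order it was −1.85 and −1.44 for TGFB3, −1.80 and −1.45 for DDAH1 and −1.56 and −1.52 for SI. For the MRPL30 cluster it was −1.89 and −2.06. MAP2 (−1.59 and −1.60), HPSE (−1.35 and −1.32), KBTBD8 (−1.28 and −1.46), RBM11 (−1.23 and −1.27) and ARFGEF3 (−1.49 and −0.98) kept their direction too. Most of these calls were lost in each case, where siCON has 1 array and no spread of its own.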

Due to other ongoing studies, we also identified NEDD9, which was downregulated in all samples though not above our threshold with a mean log fold change of −0.91 (**Table 1** **,** **Figure 4**). These data have been confirmed by qRT-PCR (**data not shown**). In addition, only one gene, *TMCO1*, was upregulated (log fold change = +1.33) universally across the samples with these thresholds (**Table 1**). These data are intriguing since two of the downregulated genes, periostin and NEDD9, have been shown to be transactivated by a third downregulated gene, TGFb3 [35], [36].

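NEDD9, a scaffold protein of focal adhesions, was 9.44 on the siCON arrays and 8.52 ± 0.410 (SD, n = 14) on the knockdown arrays, a log2 difference of −0.91 (standard error 0.272). Its value lay below both siCON arrays in 14 of 14 knockdowns. The difference ran from −0.41 in the IGF2R knockdown to −1.70 in the ZNF708 knockdown, with a median of −0.84. In limma its p was 0.00345, and its adjusted p of 0.173 over all clusters did not pass the threshold. Of all 22011 clusters, 994 lay below both siCON arrays in every knockdown and 1059 lay above both, where chance alone gives a share of 0.00833 in each direction if arrays are exchangeable. Clusters vary together, and every knockdown array but that of ZNF429 had a smaller SD than both siCON arrays. The counts alone therefore cannot tell an effect of silencing from a structure shared by arrays. Of the 7 genes of Table 1 that are lower and have a cluster of their own, 5 were lower over all clusters and 6 adjusted over the list alone, NEDD9 being the added one and the separate MRPL30 cluster the one not called. This list was chosen by the study on these arrays, so its count is not independent evidence of a direction.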

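TMCO1, a membrane protein of the endoplasmic reticulum that lets calcium leave overfilled stores, rose from 10.11 on the siCON arrays to 11.44 ± 0.202 (SD, n = 14) on the knockdown arrays, a log2 difference of 1.33 (standard error 0.151, adjusted p = 0.000395 from limma). The increase ran from 1.01 in the ZNF429 knockdown to 1.66 in the ZNF665 knockdown, and no other cluster was higher by at least 1 in each of the 14 knockdowns. With other pairs of arrays as the reference, 10 of 99 gave 1 or more such higher clusters, at most 3, so a count of 1 is not unusual among pairs. Arrays simulated with no change gave a mean of 0.07 such higher clusters and at most 1 in 100 simulations. PAPSS2, which makes the sulfate donor used to sulfate matrix proteoglycans, had a larger mean increase of 1.51 (standard error 0.194, adjusted p = 0.00108). CREB3L1 and CREB3L2, transcription factors released from the endoplasmic reticulum that act on secretory genes, rose by 1.17 (standard error 0.183, adjusted p = 0.00687) and 1.13 (standard error 0.140, adjusted p = 0.00108). The cadherin gene CDH11 rose by 1.11 (adjusted p = 0.0303), CD248, which encodes endosialin, by 1.06 (adjusted p = 0.0427), ISLR by 0.99 (adjusted p = 0.0135) and the laminin chain LAMC1 by 0.95 (adjusted p = 0.0466). FAM114A1 rose by 1.23 (adjusted p = 0.00687) and PLPP3, which removes phosphate from lysophosphatidic acid at the cell surface, by 1.15 (adjusted p = 0.0264). Each of these 10 genes lay above both siCON arrays in 14 of 14 knockdowns, which the rule that chose them requires. Without siCON replicate 2 the adjusted p of TMCO1 was 0.0889 and limma called 0 higher clusters (709 at an unadjusted p under 0.05), and without siCON replicate 1 it called 5, TMCO1 (0.0125), PAPSS2 (0.0264) and CREB3L2 (0.0382) among them. With each array's median set to the same value, 0 clusters were higher by at least 1 in all 14 knockdowns, and limma called 34 higher clusters but neither the gene CD248 (adjusted p = 0.0592) nor the gene LAMC1 (the same p).

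**Figure D2:**
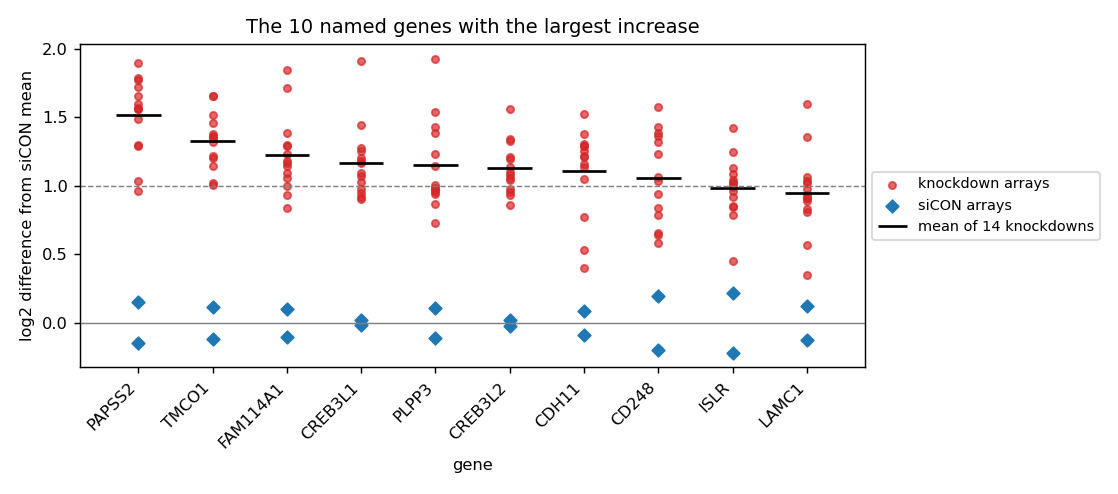
Log2 difference from the siCON mean for the 10 genes with the largest increase among those called by limma with every knockdown above both siCON arrays. Red points are the 14 knockdown arrays, blue diamonds the 2 siCON arrays, black lines the mean of the knockdowns, and the dashed line marks a difference of 1. TMCO1, from 1.01 to 1.66, has all 14 points above the dashed line.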

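Across the 14 knockdowns the decrease of TGFB3 ran from −1.07 in the ZNF91 knockdown to −2.23 in the ZNF429 knockdown, while the weakest decrease of POSTN, which encodes periostin, was −1.43 in the ZNF431 knockdown. Over these arrays the level of TGFB3 had a Pearson r of 0.271 with POSTN (permutation p = 0.350) and of 0.274 with NEDD9 (p = 0.347), the 2 relations tested (adjusted p = 0.350 for each). Spearman's rho was 0.248 for POSTN (permutation p = 0.389, adjusted p = 0.389) and 0.393 for NEDD9 (p = 0.165, adjusted p = 0.331). Without the ZNF429 and ZNF91 arrays, which lie farthest from the median of TGFB3, r was 0.482 for POSTN (permutation p = 0.112) and 0.578 for NEDD9 (p = 0.0464, adjusted p = 0.0927), and rho for NEDD9 was 0.692 (p = 0.0154, adjusted p = 0.0308). Among the 10 zinc finger knockdowns alone r was 0.142 for POSTN (permutation p = 0.704) and 0.00280 for NEDD9 (p = 0.994). Of 29 measured genes of the TGF-beta response, TGFB3 and POSTN fell, and none rose by limma. Adjusted over the list alone, NEDD9 was also lower and TGFB1 and BAMBI were higher. BAMBI, a pseudoreceptor that damps TGF-beta signalling, differed by 0.86 (standard error 0.240, adjusted p = 0.140), and TGFB1, named after its values were seen, by 0.55 (standard error 0.165, adjusted p = 0.175). The list had a median of +0.10 and a mean of −0.04, and it was not called by the Wilcoxon gene set test (Bonferroni-adjusted p = 1). Its members TGFB3, POSTN and NEDD9, 3 of the 29, were picked by the study on these arrays. From the joint decrease of TGFb3, periostin and NEDD9, and from reports that TGFb3 induces the other two and that hypoxia or hypoxia-responsive factors regulate them, the paper proposes as plausible that TGFb and hypoxia regulate both through a similar mechanism under ZNF control.

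**Figure D3:**
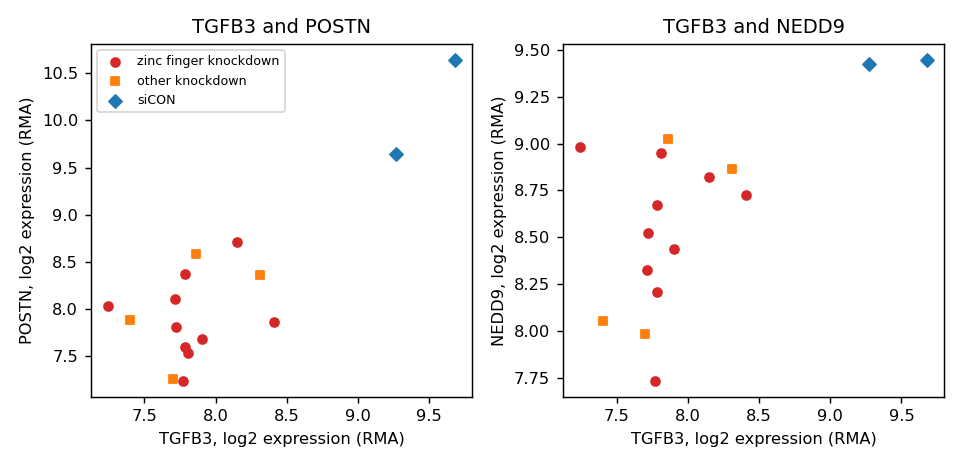
Log2 expression (RMA) of TGFB3 on the x axis against POSTN on the left and NEDD9 on the right, 1 point per array. Red circles are zinc finger knockdowns, orange squares the other 4 knockdowns and blue diamonds the siCON arrays, which were left out of the correlations. Across the knockdowns r is 0.271 for POSTN and 0.274 for NEDD9.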

**Figure 4:**
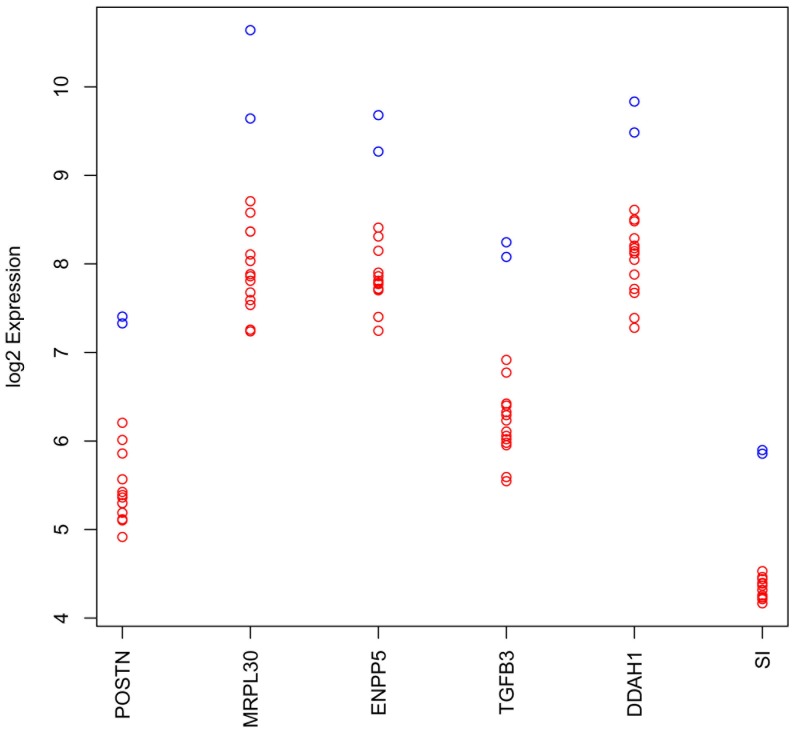
Log2 expression estimates for the six genes identified as downregulated by at least a factor of 2 in all samples relative to mean control value. For each gene, blue circles indicate log2 expression estimates for siCON samples and red circles indicate values for knockdown samples.

**Table 1:** Differentially expressed genes in all 14 samples.

Gene Symbol	Description	Cytoband	Mean LogFold Change
POSTN	periostin, osteoblast specific factor	13q13.3	−2.21
MRPL30	mitochondrial ribosomal protein L30	2q11.2	−1.98
ENPP5	ectonucleotide pyrophosphatase/phosphodiesterase 5	6p12.3	−1.95
TGFb3	transforming growth factor, beta 3	14q24.3	−1.65
DDAH1	dimethylarginine dimethylaminohydrolase 1	1p22.3	−1.62
SI	sucrase-isomaltase	3q26.1	−1.53
NEDD9/HEF1/Cas-L	Human enhancer of filamentation	6p25-p24	−0.91
TMCO1	transmembrane and coiled-coil domains 1	1q24.2	+1.33

### Pathway Analysis

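Genes of 4 chromosomal bands, 19q13, 19p13, 17q21 and 11p15, lay higher in the knockdowns than in siCON as groups. The 213 measured genes of 17q21, the band with BRCA1 and the HOXB cluster, had a median log2 difference of 0.16, and 76.5% of them were higher (Bonferroni-adjusted p = 2.90e-07 over 8 bands, Wilcoxon gene set test on limma's moderated t), a call lost with an estimated correlation among its genes (p = 0.377, adjusted p = 1). In this band P3H4, which takes part in collagen modification, rose by 0.69 (standard error 0.135, adjusted p = 0.0294). The 410 genes of 19p13 had a median of 0.13 with 70.0% higher (adjusted p = 1.57e-07), and the 230 genes of 11p15, which holds many olfactory receptor genes, had a median of 0.15 with 72.2% higher (adjusted p = 6.99e-05). Both calls are lost with an estimated correlation (p = 0.560 and 0.410, adjusted p = 1), and minus the trend on mean expression the medians were 0.07 for 17q21, 0.07 for 19p13 and 0.06 for 11p15. FBXL12, a ubiquitin ligase subunit on 19p13, rose by 0.53 (standard error 0.115, adjusted p = 0.0470), and ZDHHC13, a palmitoyltransferase on 11p15, fell by 0.84 (standard error 0.155, adjusted p = 0.0209). Over 144 genes of the chromosomal band 3p21 the median was 0.13 (adjusted p = 0.0625), with GLT8D1 higher by 0.82 (adjusted p = 0.0364), and over 23 genes of 16q13, where the metallothionein genes lie, it was 0.19 (adjusted p = 0.641). The 128 genes of 6p22, with the large histone cluster, had a median of 0.02, a mean of −0.02 and a test on the lower side (adjusted p = 0.611), and FAM8A1 there was higher by 0.70 (adjusted p = 0.0483). Adjusted over the list alone, calls were 1 higher in 17q21 (P3H4), 0 in 19p13 (42 higher and 11 lower by limma at an unadjusted p under 0.05), 1 higher (RHOG) and 1 lower (ZDHHC13) in 11p15, 3 higher in 3p21 (GLT8D1, MANF and PPM1M), and 1 higher (FAM8A1) and 3 lower (TPMT, H3C1 and H2BC8) in 6p22; these single genes, apart from H3C1 and H2BC8, were chosen after their values were seen. By chromosome, medians were highest on chromosome 19 (0.15), 20 (0.13) and 11 (0.12) and lowest on 13 (0.02), beside a median of 0.07 over all clusters, which include those with no gene symbol. On every chromosome compared more genes were higher than lower, from 53.1% on chromosome 13 to 73.5% on 19. Chromosomes 16, 20 and 21 stood at 69.1%, 69.1% and 69.3%, close to the 70.0% of 19p13. The Wilcoxon test takes genes as independent, and with an estimated correlation no band was called, whereas camera with a preset correlation of 0.01 called 19q13 and 17q21 (adjusted p = 0.0241 for 17q21). Without the dimmest clusters 11p15 was not called (adjusted p = 0.108) and 6p22 was called as lower (0.00333), and without siCON replicate 2 3p21 was called as higher (0.00795).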

Gene set analysis of t-statistics revealed significant changes at chromosomal locations 19p13, 16q13, 19q13, 3p21, 17q21, 11p15, and 6p22. 

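The 523 measured genes of 19q13, the long arm of chromosome 19, had a median log2 difference of 0.16 between the knockdowns and siCON, and 77.4% of them were higher. Outside chromosome 19 the share of a whole chromosome reached 69.3%, on chromosome 21. The Wilcoxon gene set test on limma's moderated t gave the band a Bonferroni-adjusted p of 1.15e-21, the smallest of the 8 bands tested. This call is lost with an estimated correlation among its genes (p = 0.373, adjusted p = 1). An exact permutation of the arrays over the band's mean gave p = 0.0667 (adjusted p = 0.533). After adjustment over 8 bands this permutation can call no band, since its smallest p is 0.00833. CLEC11A, a secreted growth factor of bone and blood progenitors, was the 1 gene of the band called by limma over all clusters, with an increase of 0.56 (standard error 0.120, adjusted p = 0.0427), and it was chosen after its value was seen. Adjusted over the list alone, limma called 0 genes of the band, with 59 higher and 10 lower at an unadjusted p under 0.05. The median was 0.09 after quantile normalization and 0.06 after the trend on mean expression was removed, and the band remained called by the Wilcoxon test in both (adjusted p = 6.48e-16 and 1.27e-12).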

As 19q13 was by far the strongest signal (corrected p<4.4×10^−21^), we examined changes in expression for all genes in the locus (**Figure 5A**). As can be seen, most siRNA knockdowns show slightly increased expression across the full locus relative to controls, with ZNF85, IGF2R, GTF21, and RASSF8 knockdowns showing the strongest signals, and ZNF429 and ZNF100 being most similar to controls.

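Averaged over the genes of 19q13, the log2 difference from siCON was 0.31 in the IGF2R knockdown, 0.24 in the ZNF85 knockdown, 0.21 in the RASSF8 knockdown and 0.19 in the GTF2I knockdown. It was 0.05 in the ZNF100 knockdown, 0.05 in the ZNF43 knockdown and −0.02 in the ZNF429 knockdown. The mean over the knockdowns was 0.13 ± 0.088 (SD, n = 14), and each siCON array lay 0.02 from the siCON mean. In 13 of 14 knockdowns the value lay above both siCON arrays, the exception being ZNF429. The share of genes above the siCON mean ran from 37.5% in the ZNF429 knockdown to 85.9% in the ZNF85 knockdown. The shift was larger on arrays with a narrower range of values, with r = −0.869 against the SD of the array (permutation p = 0.00012, n = 14) and rho = −0.736 (p = 0.00366), and r = −0.702 without the ZNF429 and IGF2R arrays. With 1 array per knockdown no single knockdown could be tested.

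**Figure D4:**
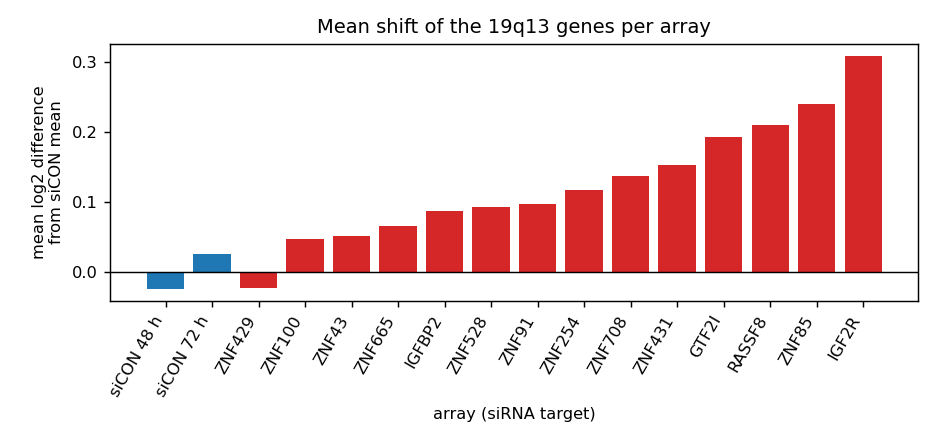
Mean log2 difference from the siCON mean over the 523 genes of 19q13, 1 bar per array, siCON arrays in blue and knockdown arrays in red in order of their value. The IGF2R array is highest at 0.31 and the ZNF429 array lowest at −0.02, level with the lower siCON array.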

**Figure 5:**
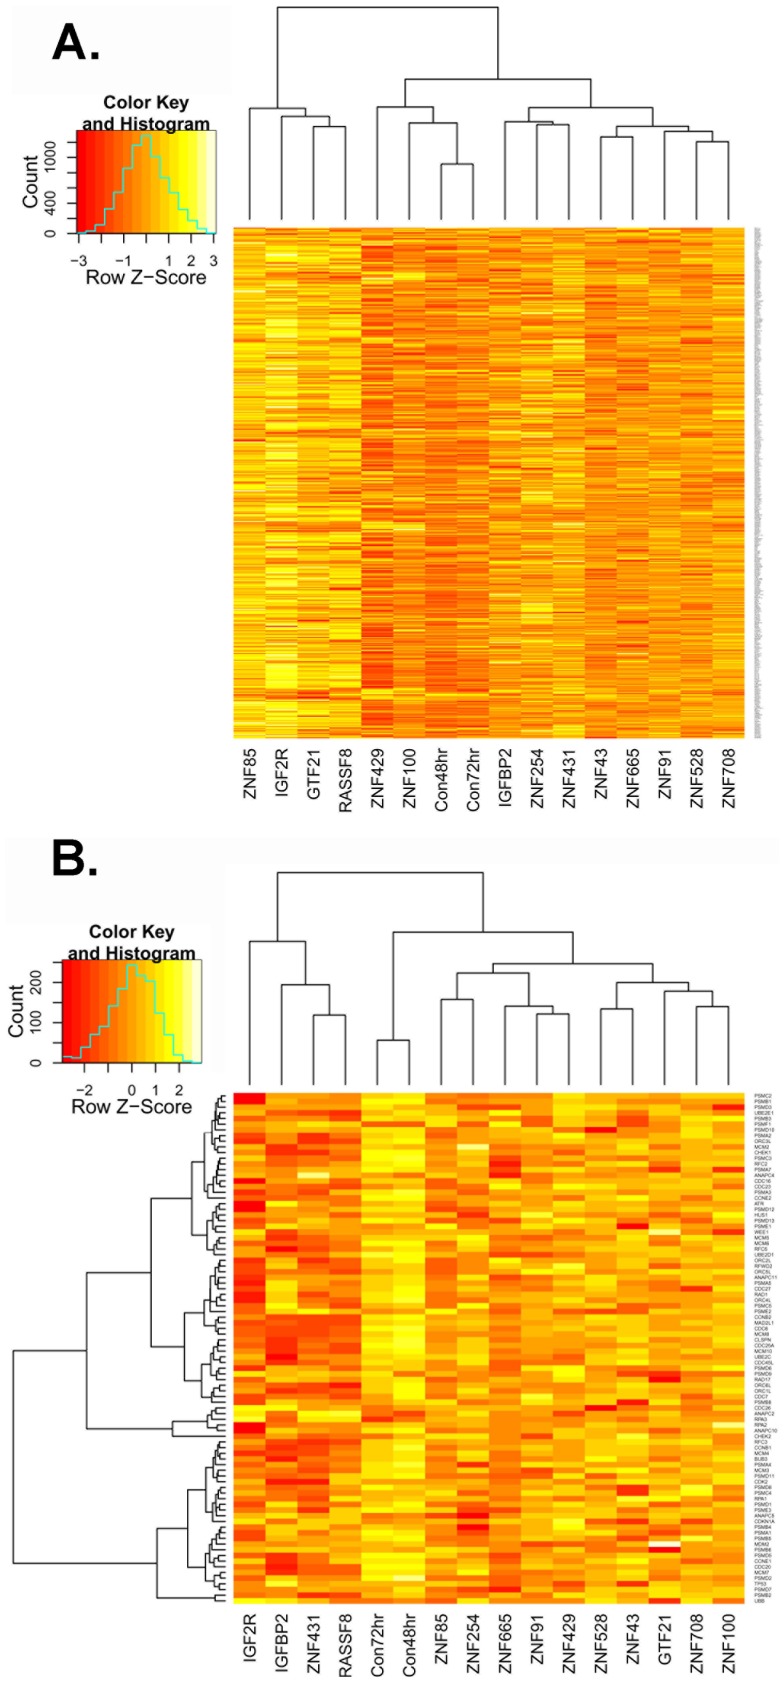
Heatmaps of relative expression levels for genes in two gene sets using row (gene) averaging to provide relative differences. (A) The heatmap for the genes at 19q13 are shown clustered by sample. The four samples on the left (knockdowns of ZNF85, IGF2R, GTF21, and RASSF8) show the strongest upregulation of gene relative to the siCON samples (Con48 hr, Con72 hr). Knockdowns of ZNF429 and ZNF100 behave much more like controls, as shown by the dendrogram, than do other knockdowns. (B) The heatmap for the Reactome Cell Cycle Checkpoints gene set is provided with clustering on both columns and genes. There is overall downregulation of cell cycle checkpoint genes in knockdowns relative to siCON samples, with knockdowns of IGF2R, IGFBP2, ZNF431, and RASSF8 showing the largest overall changes. In this case, no knockdown samples cluster closely with the controls.

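In a complete-linkage clustering of the arrays over the 19q13 genes (Euclidean distance), the siCON arrays joined each other first, at a height of 3.29. The ZNF100 array joined them at 5.36 and the ZNF429 array at 6.48, before any other knockdown. The arrays of ZNF43, ZNF91, ZNF254, ZNF431, ZNF528, ZNF665, ZNF708 and IGFBP2 joined at 8.01. Those of GTF2I, ZNF85, IGF2R and RASSF8 joined last, at 12.3. With average linkage ZNF100 again joined first, at 5.24, but ZNF429 joined at 6.89, after the 8 arrays that joined at 5.97.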

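The checkpoint genes used here are a list written from general knowledge, not the Reactome set of the paper. Over these genes the siCON arrays joined at a height of 1.61 under complete linkage. The arrays of ZNF43, ZNF100, ZNF254, ZNF528 and ZNF708 joined them at 4.06, and the other 9 knockdown arrays joined at 7.19. With average linkage GTF2I, ZNF91, ZNF429 and ZNF665 joined siCON together with those 5, at 3.39, and only ZNF85, IGF2R, IGFBP2, RASSF8 and ZNF431 joined later, at 4.66. ZNF100 was the knockdown nearest to a siCON array, at a distance of 2.40, which is larger than the distance between the siCON arrays. IGFBP2 was the farthest, at 6.14, followed by ZNF431 at 6.00.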

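Receptor, transporter and matrix genes lay higher in the knockdowns than in siCON as groups. These lists were written from general knowledge and are not the paper's pathway sets, even where a name is alike. Of 159 measured receptors of neurotransmitters and peptides, 92.5% were higher, with a median log2 difference of 0.22 (Bonferroni-adjusted p = 4.58e-20, Wilcoxon gene set test over 33 lists), but p = 0.288 with an estimated correlation. The prostaglandin E receptor PTGER3 differed by 0.63 (standard error 0.187, adjusted p = 0.170) and the glutamate receptor GRIK2 by −0.57 (adjusted p = 0.248), and limma called 0 of the 159, over all clusters or adjusted over the list alone (19 higher and 1 lower at an unadjusted p under 0.05). The 71 genes of ECM receptor interaction had a median of 0.22 (adjusted p = 8.91e-09, p = 0.182 with an estimated correlation), and LAMC1 was the 1 gene that rose, with the collagen gene COL6A2 (0.39, standard error 0.0945, adjusted p = 0.0789) as a further call adjusted over the list alone. Integrin beta 1, encoded by ITGB1, differed by 0.43 (adjusted p = 0.150). Among 303 solute carriers the median was 0.17 (adjusted p = 1.74e-13, p = 0.281 with an estimated correlation), with the copper importer SLC31A1 higher by 0.76 (standard error 0.158, adjusted p = 0.0389), the glucose transporters SLC2A10 higher by 0.86 (standard error 0.179, adjusted p = 0.0402) and SLC2A1 lower (−0.85, standard error 0.143, adjusted p = 0.0103), and the same 3 called adjusted over the list alone. The 10 fibroblast markers, 3 of them shared with the ECM list, all had a positive difference, with a median of 0.27 (adjusted p = 0.0137, a call lost with an estimated correlation, p = 0.0333 and adjusted p = 1) and no single call, among them DCN by 0.73 (adjusted p = 0.230) and THY1 by 0.79 (adjusted p = 0.237). Olfactory receptor genes, which are silent in most tissues, were higher as well, with a median of 0.20 over 225 genes (adjusted p = 1.17e-17, p = 0.154 with an estimated correlation), as were dim clusters in general, with a median of 0.14 in the dimmest clusters against −0.07 in the brightest. Minus the trend on mean expression the medians were 0.09 for the receptors, 0.11 for ECM receptor interaction and 0.07 for solute carriers, and with an estimated correlation none of these lists was called after adjustment. Without siCON replicate 2 fibroblast markers were not called (adjusted p = 0.0809), and without the dimmest clusters olfactory receptors were not (adjusted p = 1).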

A similar analysis of curated KEGG, Biocarta, and Reactome pathways identified nine pathways as significantly changed after Bonferroni multiple testing correction: KEGG Neuroactive Ligand Receptor Interaction, KEGG ECM Receptor Interaction, Reactome Cell Cycle Checkpoints, Reactome Cell Cycle Mitotic, Reactome M G1 Transition, Reactome Mitotic Prometaphase, Reactome Trasmembrane Transport of Small Molecules, Reactome Transmission Across Chemical Synapses, Reactome Mitotic M M G1 Phases. Most significant pathways involve cell cycle changes. 

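Lists of cell division genes, written from general knowledge and not the paper's pathway sets, lay lower in the knockdowns than in siCON. The 57 measured genes of mitotic prometaphase, which encode kinetochore, cohesin and chromosomal passenger proteins, had a median log2 difference of −0.49 (Bonferroni-adjusted p = 2.31e-21, but p = 0.0737 with an estimated correlation). Their members SKA1 and CDCA8 differed by −0.81 (standard error 0.238, adjusted p = 0.164) and −0.83 (standard error 0.245, adjusted p = 0.168). The 41 genes of origin licensing and the replication fork had a median of −0.33 (adjusted p = 5.33e-12, p = 0.127 with an estimated correlation), among them the licensing inhibitor GMNN by −0.64 (adjusted p = 0.190). The 97 measured genes of cell cycle checkpoints had a median of −0.28, and 13.4% of them were higher (adjusted p = 4.45e-23, but p = 0.0215 and adjusted p = 0.710 with an estimated correlation). Among them were CDC25A, the phosphatase that activates CDK2, with −0.75 (standard error 0.209, adjusted p = 0.139), the licensing factor CDC6 with −0.88 (adjusted p = 0.171) and the proteasome subunit PSMD5 with −0.58 (adjusted p = 0.170). All 27 measured proteasome genes are also in the checkpoint list and had a median of −0.25 (adjusted p = 8.84e-09, but p = 0.0160 and adjusted p = 0.529 with an estimated correlation), and 22 of its genes are shared with origin licensing. The 14 genes of the anaphase promoting complex had a median of −0.14 (adjusted p = 0.655), with ANAPC10 at −0.59 (adjusted p = 0.253) and CDC20 at −0.69 (adjusted p = 0.258). Limma called 0 single genes of these lists, over all clusters or adjusted over the list alone, while at an unadjusted p under 0.05 there were 29 lower in the checkpoint list, 25 in mitotic prometaphase and 13 in origin licensing, and 0 higher. With an estimated correlation none of these lists was called after adjustment. From the lower checkpoint genes the paper proposes a mode of action of the knockdowns through the cell cycle.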

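Averaged over the checkpoint genes, the log2 difference from siCON was −0.46 in the ZNF431 knockdown, −0.45 in the IGFBP2 knockdown, −0.45 in the IGF2R knockdown and −0.40 in the RASSF8 knockdown. It was −0.13 in the ZNF100 knockdown and −0.14 in the ZNF43 and ZNF528 knockdowns, the smallest decreases. Every one of the 14 knockdowns lay below both siCON arrays, which differ from each other by −0.09 (72 h minus 48 h), and the mean over the knockdowns was −0.27 ± 0.125 (SD). An exact permutation of the arrays over the list's mean gave p = 0.00833, the smallest the design allows. After Bonferroni adjustment over the lists this is 0.275, so the permutation can call no list. The share of genes above the siCON mean ran from 12.4% in the ZNF431 knockdown to 26.8% in the ZNF43 and ZNF528 knockdowns. Over the 10 zinc finger knockdowns the mean was −0.23 and over the other 4 it was −0.38, a difference of 0.15 (exact permutation test, 1001 splits, p = 0.0509).

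**Figure D5:**
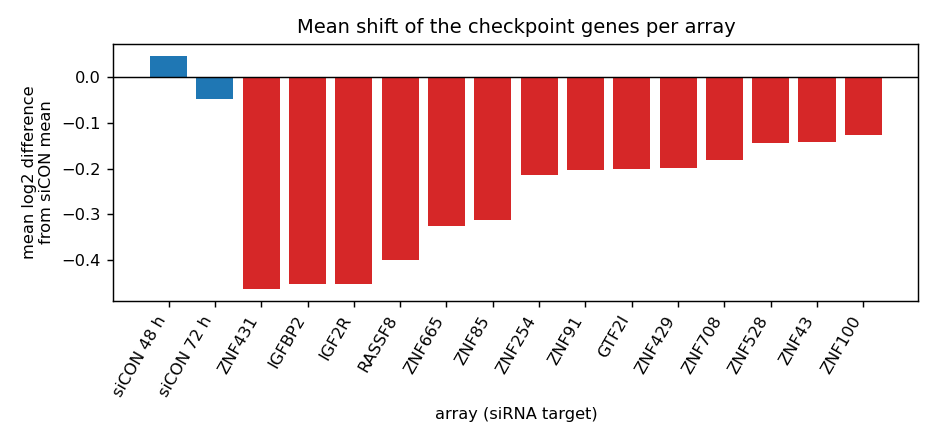
Mean log2 difference from the siCON mean over the 97 measured checkpoint genes, 1 bar per array, siCON arrays in blue and knockdown arrays in red in order of their value. All knockdown bars lie below 0, from −0.46 for ZNF431 to −0.13 for ZNF100.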

We looked at all genes in the overarching class (Reactome Cell Cycle Checkpoints), which shows significant downregulation of checkpoint genes in all knockdowns relative to controls, with the strongest signals in knockdowns of IGF2R, IGFBP2, ZNF431, and RASSF8 (**Figure 5B**).

## Discussion

As a follow-up to our 2009 article [22] reporting the KRAB-ZNF-centric gene signature that predicts rapid response to IM in GIST, we set out to determine whether these genes could have a functional role in modulating drug response. We designed a customized siRNA library containing many members of the predictive gene signature as well as some additional genes that were of interest in other areas of focus. We found that seventeen of these predictive genes, when silenced, conferred sensitivity to TKIs, IM and sunitinib, in GIST cells. Gene set analysis revealed that the siRNA knockdowns affected many of the genes within the HSA19p12–19p13.1 locus previously identified as biomarkers of initial tumor response to imatinib. 

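The zinc finger genes of 19p12 with a transcript cluster of their own were 8, and 2 of them, ZNF43 and ZNF254, are themselves siRNA targets. Their median log2 difference between the knockdowns and siCON was −0.30 and their mean −0.21, with 25.0% higher, and neither the Wilcoxon gene set test over the bands (Bonferroni-adjusted p = 0.441) nor an exact permutation of the arrays (p = 0.283) called them. The 410 genes of 19p13, which includes 19p13.1, had a median of 0.13 with 70.0% higher (Bonferroni-adjusted p = 1.57e-07, Wilcoxon gene set test). That call is lost with an estimated correlation among the genes (camera, p = 0.560), and 19p13.1 was not tested apart. On chromosome 21 as a whole 69.3% of genes were higher, so the share on 19p13 is not particular to it. ZNF675 differed by −0.60 (standard error 0.301, adjusted p = 0.350) and lay below both siCON arrays in 14 of 14 knockdowns, and ZNF493 differed by −0.31 (adjusted p = 0.401). ZNF99, a dim gene at 3.81 in siCON, differed by 0.50 (standard error 0.157, adjusted p = 0.195) and was the 1 gene higher when adjusted over the list alone. Over all 311 measured ZNF genes of the genome the median was +0.04, −0.01 with the arrays' medians set equal, and the test was on the lower side (adjusted p = 1). ZNF385D was the 1 ZNF gene called by limma, over all clusters and adjusted over the list alone, and fell by 1.08 (standard error 0.209, adjusted p = 0.0282). ZNF570 differed by 0.68 (adjusted p = 0.0905) and ZNF81 by 0.48 (adjusted p = 0.0901).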

In order to more thoroughly determine the biological effects of the knockdowns, we performed gene set analysis on manually curated KEGG, Biocarta, and Reactome pathways. We determined that cell cycle pathways were highly affected and further analysis demonstrated that downregulation of cell cycle checkpoint genes appeared to play a role, suggesting a potential mode of action. These findings are intriguing and indicate potential therapeutic implications in GIST. Interestingly, Strauss et al. [37] recently showed significant correlations with these ZNFs and SUV and SUV_max_ as determined by dynamic PET studies. In addition, two recent reports have implicated ZNFs in modulation of therapeutic response in cancer cells. Duan et al. [38] showed overexpression of ZNF 93 and ZNF 43 in two human chondrosarcoma cell lines resistant to ET-743 (trabectedin; Yondelis) and PM00104 (Zalypsis), compared to their parental sensitive counterparts. They also found ZNF 93 overexpressed in two ET-743 resistant Ewing sarcoma cell lines and in a cisplatin-resistant ovarian cancer cell line. They went on to show that these cells could be sensitized by silencing ZNF 93. Although not TKIs, ET-473 and PM00104 both have shown activity in a variety of solid and hematological tumors. In addition, a 2012 report from Seyhan et al. [39], implicated a number of ZNFs in modulating response to neratinib, a TKI of the ERBB family, in SKBR-3, a breast cancer cell line overexpressing ERBB2. Also, of great interest is the fact that the majority (59%) of ZNFs identified from our siRNA screen are located within the 19p12–13.1 locus and belong to the ZNF 91 subfamily. 19p12–13.1 has recently been described as a breast and ovarian cancer susceptibility locus [40], [41], [42].

Not much is currently known regarding the function of the ZNF 91 subfamily members, which include 64 genes, 37 of which are found on chromosome 19 [43]. In an attempt to elucidate for the first time the down-stream targets of these ZNFs, RNAi approaches were used to silence these IM-sensitizing genes (including 10 ZNFs) in GIST-T1 cells followed by expression profiling with Affymetrix Human Exon 1.0 ST arrays. One interesting discovery arising from these studies is that the knockdown of the 14 IM-sensitizing genes universally led to downregulation of 3 genes, TGFb3, periostin, and NEDD9. Interestingly, TGFb3 is a known inducer of both periostin and NEDD9, both of which have been reported as frequently overexpressed in a variety of human cancers [35], [36], [44], [45], [46]. Periostin, also called osteoblast-specific factor 2, is a secreted protein originally isolated from osteoblast cells and has been shown to mediate cell adhesion as an extracellular matrix-associated protein [47] Periostin was subsequently shown to play a role in new bone formation and wound healing, normally regulated by TGFb [48]. There are a number of studies identifying periostin as overexpressed in a wide variety of tumor tissues including breast [45], pancreas [49], ovary [50], colon [51] and head and neck [52]. The PI3-K/AKT pathway has been described in several reports to be the critical pathway involved in regulation of periostin-induced tumorigenesis and prevention of stressed-induced tumor cell apoptosis in both colon and pancreatic cancer [49], [51]; specifically, periostin can induce the phosphorylation of AKT by binding a6b4 integrins [49]. Upregulation of periostin was reported to be stimulated by hypoxia-responsive growth factors, TGFa and bFGF, followed by activation of the PI3-K signaling pathway [35]. This is fascinating because hypoxia is a common condition within solid tumors, allowing cancer cells to undergo genetic and adaptive changes leading to escape from apoptosis and increased proliferation and survival [53], [54]. Also of interest, TGFb3 was recently described as a candidate gene for resistance of human glioblastoma multiforme cell lines to erlotinib, another tyrosine kinase inhibitor targeting EGFR [55]. NEDD9 (also known as HEF1, Cas-L) is a scaffolding protein whose overexpression has been shown to promote cell growth, migration and invasion in a number of cancers like melanoma and glioblastoma [46], [56], [57]. Intriguingly, like periostin, TGFb is known to induce transcription of NEDD9 mRNA [58], [59] and NEDD9 expression has been shown to be regulated by hypoxia [60], [61]. Therefore, it is plausible to imagine both periostin and NEDD9 regulated in a similar mechanism by TGFb and hypoxia, controlled by ZNFs, to modulate IM response in GIST cells. In addition, NEDD9 was shown to be overexpressed and SRC hyper-activated in an IM-resistant GIST cell line; when NEDD9 was knocked down, IM sensitivity was restored [62].

In addition to the ZNFs, IGF2R and IGFBP2, were identified as IM sensitizing genes in our study. Several reports, from our lab and others, have demonstrated roles for IGF family members in GIST pathogenesis and response to IM, prompting many groups to begin evaluating the use of IGF inhibitors as a potential therapy for GIST [10], [11], [63], [64]. The findings reported in this study lend further support for the testing of IGF inhibitors in GIST. Also of interest, IGF2R has been shown to directly complex with the latent form of TGFb contributing to its activation [65], [66]. Therefore, it is not surprising that knockdown of IGF2R leads to downregulation of TGFb3 and indicates that TGFb3, independent of the ZNFs, may be of importance in response to IM in GIST.

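In the IGF2R knockdown TGFB3 had a log2 difference of −1.61 from siCON. In the same array POSTN differed by −1.56 and NEDD9 by −0.41, while DDAH1 differed by −1.54. TGFB3 differed by −2.07 in the IGFBP2 knockdown, by −1.77 in the RASSF8 knockdown and by −1.165 in the GTF2I knockdown, the weakest of these 4. Over the 4 knockdowns of genes that encode no zinc finger protein its mean difference was −1.66, and the mean over the 10 zinc finger knockdowns minus this one was 0.01 (exact permutation test, 1001 splits, p = 0.965). The value in the IGF2R knockdown comes from 1 array and has no replicate.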

The studies reported here, for the first time, define the functional role of a family of KRAB-ZNF transcriptional repressors in IM sensitivity. These results also uncover that several members of the IGF signaling pathway, IGF2R and IGFBP2 are similarly associated with IM sensitivity in KIT mutant GIST cells. This is interesting given aberrant IGF signaling is a key oncogenic driver in 10 to 15% of GISTs that lack tyrosine kinase mutations and are less sensitive to IM and Sunitinib [10], [11]. This report describes potential downstream targets of a family of KRAB-ZNF, potent transcriptional repressors that for the most part remain completely uncharacterized. Overall, these studies implicate a role of KRAB-ZNFs in modulating response to TKIs and that TGFb3 may be a key downstream mediator of these proteins and thus IM sensitivity in GIST.

## Supporting Information

Table S1 Target genes in the custom siRNA library chosen by previous microarray study [22].
(DOC)

Table S2 Additional target genes from chromosome 19 showing differential expression but not reaching statistical significance in previous study [22].
(DOC)

Table S3 Target genes of additional interest [10], [11], [34].
(DOC)

# Supplementary material for: ZNF-Mediated Resistance to Imatinib Mesylate in Gastrointestinal Stromal Tumor
**Source:** PLoS One. 2013 Jan 25;8(1):e54477. doi: 10.1371/journal.pone.0054477
**Supplement:** Table S1 — Target genes in the custom siRNA library chosen by previous microarray study [22].

Supplemental Table 1. Target genes in the custom siRNA library chosen by previous microarray study [22]

| **Gene Symbol** | **Description** | **Cytoband** |
| --- | --- | --- |
| ZNF678 | zinc finger protein 678 | 1q42.13 |
| ZMYND11 | zinc finger, MYND domain containing 11 | 10p15.3 |
| RASSF8 | Ras association (RalGDS/AF-6) domain family 8 | 12p12.1 |
| WDR90 | WD repeat domain 90 | 16p13.3 |
| ZNF66 | zinc finger protein 66 | 19p12 |
| ZNF85 | zinc finger protein 85 | 19p12 |
| ZNF431 | zinc finger protein 431 | 19p12 |
| ZNF429 | zinc finger protein 429 | 19p12 |
| ZNF43 | zinc finger protein 43 | 19p12 |
| ZNF208 | zinc finger protein 208 | 19p12 |
| ZNF676 | zinc finger protein 676 | 19p12 |
| ZNF99 | zinc finger protein 99 | 19p12 |
| ZNF91 | zinc finger protein 91 | 19p12 |
| ZNF528 | zinc finger protein 528 | 19q13.33 |
| ZNF665 | zinc finger protein 665 | 19q13.41 |
| ZNF813 | zinc finger protein 813 | 19q13.41 |
| SF3B1 | Splicing factor 3b, subunit 1, 155kDa | 2q33.1 |
| LOC93349 | hypothetical protein BC004921 | 2q37.1 |
| UGT2B7 | UDP glucuronosyltransferase 2 family, polypeptide B7 | 4q13.2 |
| ZNF595 | zinc finger protein 595 | 4p16.3 |
| ZNF479 | zinc finger protein 479 | 7p11.2 |
| ZNF680 | zinc finger protein 680 | 7q11.21 |
| GTF2I | general transcription factor II, i | 7q11.23 |
| ZNF189 | zinc finger protein 189 | 9q31.1 |
| ZMAT1 | zinc finger, matrin type 1 | Xq22.1 |

# Supplementary material for: ZNF-Mediated Resistance to Imatinib Mesylate in Gastrointestinal Stromal Tumor
**Source:** PLoS One. 2013 Jan 25;8(1):e54477. doi: 10.1371/journal.pone.0054477
**Supplement:** Table S2 — Additional target genes from chromosome 19 showing differential expression but not reaching statistical significance in previous study [22].

Supplemental Table 1. Additional target genes from chromosome 19 showing differential expression but not reaching statistical significance in previous study [22].

| **Gene Symbol** | **Description** | **Cytoband** |
| --- | --- | --- |
| PLEKHF1 | pleckstrin homology domain containing, family F (with FYVE domain) member 1 | 19q12 |
| POP4 | POP4 processing of precursor 4 | 19q12 |
| UQCRFS1 | ubiquinol-cytochrome c reductase | 19q12 |
| ZNF30 | zinc finger protein 30 | 19q13.11 |
| ZNF257 | zinc finger protein 257 | 19q13 |
| ZNF100 | zinc finger protein 100 | 19p12 |
| ZNF254 | zinc finger protein 254 | 19p12 |
| ZNF492 | zinc finger protein 492 | 19p12 |
| ZNF493 | zinc finger protein 493 | 19p12 |
| ZNF675 | zinc finger protein 675 | 19p12 |
| ZNF681 | zinc finger protein 681 | 19p12 |
| ZNF708 | zinc finger protein 708 | 19p12 |
| ZNF714 | zinc finger protein 714 | 19p12 |

# Supplementary material for: ZNF-Mediated Resistance to Imatinib Mesylate in Gastrointestinal Stromal Tumor
**Source:** PLoS One. 2013 Jan 25;8(1):e54477. doi: 10.1371/journal.pone.0054477
**Supplement:** Table S3 — Target genes of additional interest [10], [11], [34].

Supplemental Table 1. Target genes of additional interest [10, 11, 34].

| **Gene Symbol** | **Description** | **Cytoband** |
| --- | --- | --- |
| FBXO32 | F-box protein 32 | 8q24.13 |
| SPRED1 | sprouty-related, EVH1 domain containing 1 | 15q14 |
| SPRED2 | sprouty-related, EVH1 domain containing 2 | 2p14 |
| SPRY2 | sprouty homolog 2 | 13q31.1 |
| SPRY4 | sprouty homolog 4 | 5q31.3 |
| IGF1 | insulin-like growth factor 1 (somatomedin C) | 12q23.2 |
| IGF2 | insulin-like growth factor 2 (somatomedin A) | 11p15.5 |
| IGF1R | insulin-like growth factor 1 receptor | 15q26.3 |
| IGF2R | insulin-like growth factor 2 receptor | 6q26 |
| IGFBP1 | insulin-like growth factor binding protein 1 | 7p13-p12 |
| IGFBP2 | insulin-like growth factor binding protein 2 | 2q33-q34 |
| IGFBP3 | insulin-like growth factor binding protein 3 | 7p13-p12 |
| IGFBP4 | insulin-like growth factor binding protein 4 | 17q12-q21.1 |
| IGFBP5 | insulin-like growth factor binding protein 5 | 2q33-q36 |
| IGFBP6 | insulin-like growth factor binding protein 6 | 12q13 |

How the deposited data were processed for this re-analysis (not part of the article)

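Gene expression was measured on 16 Affymetrix Human Exon 1.0 ST arrays of GIST T1 cells, 2 with siCON and 1 for each of 14 silenced genes. The authors normalized the arrays by RMA in the oligo package and deposited log2 expression estimates for 22011 transcript clusters, summarized to the gene level from the core probes; the submitters' processing notes also name the build hg19 and give no versions. All values were used as deposited, and every column of the deposited table was mapped to a sample. The siCON array that the paper calls 48 h is labelled 24 h by the submitters, and the harvest time of the knockdown arrays is not given in the sources used here. Gene names came from a table that pairs clusters with genes: 14432 clusters carry 1 symbol, 2408 several and 5171 none. A gene was represented by its cluster with 1 symbol, and where a gene had several such clusters, as 196 genes did, by the one with the highest mean over all arrays. Gene order on the chromosomes came from GRCh38.p14, which was used only for names and for which genes neighbour each other, and 14200 genes were placed. Bands were laid out by anchor genes, such as ZNF507 to the end of the long arm for 19q13.

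The rule of the paper's methods, a log2 difference from the siCON mean of at least 1 in all 14 knockdowns, was applied to all clusters. Its chance level was estimated from 100 simulated data sets with unchanged arrays, in which clusters vary independently, and from 100 pairs of arrays taken as the reference. The knockdown arrays were compared with the siCON arrays in limma 3.58.1 (lmFit and eBayes, R 4.3.3) with Benjamini-Hochberg adjustment over all clusters and a threshold of 0.05. Each knockdown is 1 array, so the 14 different knockdowns formed the group and their spread, biology included, is the error. On simulated data with 50 clusters changed by each size among 22011, limma recovered 100% of changes of −2 and 2 and 82.0% of changes of −1 and 1, with 6.57% false calls among its calls. These data drew clusters independently with equal spread in both groups, so the shares do not measure false calls on the real arrays. Bands and gene lists were tested with limma's Wilcoxon gene set test on the moderated t, with Bonferroni adjustment over 8 bands and over 33 lists. This test takes genes as independent, so camera with a preset correlation of 0.01, camera with an estimated correlation and an exact permutation of arrays (120 choices) stand beside it. With 120 choices the permutation can call no band or list after adjustment. Lists were also compared with 10000 random lists matched on mean expression in 50 bins. Correlations across the 14 knockdowns and the target check used 100000 permutations, and differences between 10 zinc finger and 4 other knockdowns an exact permutation test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

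The gene lists, the bands, the tests and the rule for naming genes were fixed before the data were examined, when the values of Table 1 had been seen in the paper. The comparison of zinc finger with other knockdowns and the relation of the 19q13 shift to the SD of the arrays were added after results had been seen, and the matched random lists were added before their own result was seen. Named are the genes of Table 1 and the silenced genes, the 10 clusters with the largest decrease and the 10 with the largest increase among those called by limma with every knockdown beyond both siCON arrays, the 3 members of each list with the smallest p, and for each knockdown the cluster with the largest difference beyond all other arrays. Only clusters with 1 symbol were named, the next in order taking the place of one without, apart from the cluster of MRPL30 in Table 1, which also lists C2orf15. The checkpoint list was written from general knowledge of the Reactome grouping, with 97 of 116 genes measured, and the other lists likewise. Alternatives were other scalings (median-centred and quantile-normalized values), the 14674 brighter clusters alone (no dimmest clusters), each array left out in turn, the zinc finger knockdowns alone, other thresholds and references for the rule of the methods, other variance models, the pooled-variance test of the methods, the other gene set tests, removal of the trend of the differences on mean expression (loess, span 0.3), and the mean of a gene's clusters. Samples and assays other than these arrays, namely the siRNA screen, the drug tests and the quantitative PCR, were not analysed here.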

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

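The comparison of the siCON pair with other pairs of arrays by the rule of the methods, the quantile normalization of the 6 clusters, the search for arrays with no siRNA, the test of the range of values on 19q13 and the comparison of zinc finger with other knockdowns were chosen only after the result was seen. The 6 clusters lower by at least 1 in all 14 knockdowns, TGFB3 and POSTN among them, may reflect a common response to silencing or a state of the siCON arrays. Of 100 pairs of arrays taken as the reference, 1, the siCON pair, gave 6 or more such clusters. The highest of the other pairs gave 1. The siCON arrays share 1 siRNA, whereas each other pair holds different siRNAs and leaves at least 1 siCON array among the rest. The decreases are therefore unusual among these pairs, but chance is not excluded. For the 1 higher cluster, TMCO1, the count is not unusual among them. By limma 2 of 100 pairs gave as many calls as the siCON pair or more. These were that pair itself and the pair of IGF2R and RASSF8 arrays with 2459, which points to a structure of the samples. After quantile normalization the median difference of the 6 was −1.81, which argues against a narrower range of values on the knockdown arrays. There were 0 arrays with neither siCON nor a targeting siRNA, so an effect of silencing and a state of the siCON arrays cannot be told apart.

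The genes of 19q13 were higher by a median of 0.16, and an effect on this band is a candidate explanation beside the brightness and the range of the arrays. Among 10000 random lists matched on mean expression their median lay at percentile 99.98 (random median 0.12). The olfactory receptor genes, silent in most tissues, lay at percentile 100 (0.20 against a random median of 0.16). Random lists do not keep the correlation among a list's genes, estimated at 0.214 in 19q13. They therefore cannot decide whether a rise of dim clusters is the whole cause of the shift of this band. The shift followed the SD of the arrays (r = −0.869), yet the Wilcoxon test still called the band after quantile normalization (adjusted p = 6.48e-16, median 0.09, 72.3% higher). The median over all clusters was then 0.04. The Wilcoxon test takes genes as independent, so it cannot decide whether a narrower range of values is the whole cause. The 523 genes lay higher than the other 425 genes of chromosome 19 by 0.0354 (medians 0.16 and 0.12, one-sided permutation test over genes, which are not independent replicates, p = 0.0112), but 19p13, which holds 410 of these 425, had the higher median after quantile normalization (0.10 against 0.09) and minus the brightness trend (0.07 against 0.06), so an effect on the band apart from the rest of the chromosome stays open and is not shown. With an estimated correlation (adjusted p = 1) or a permutation of arrays (0.533) the band was not called. The permutation could call no band after adjustment, since its smallest p is 0.00833.

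The checkpoint genes were lower in every knockdown, though the list was not called with an estimated correlation (adjusted p = 0.710) or by permutation of arrays (0.275), and slower division of the silenced cells is a possible explanation that was not tested. The median of the checkpoint genes, −0.28, lay at percentile 0 among the matched random lists (random median −0.05) and was −0.22 minus the brightness trend. The fall of clusters of like brightness was thus smaller than that of the list. Random lists do not keep the correlation among a list's genes, estimated at 0.176 here, so the percentile does not exclude chance. Of the 10 knockdowns other than IGF2R, IGFBP2, ZNF431 and RASSF8, 10 lay below the siCON mean, by −0.20 ± 0.0674 (SD), so the pattern does not rest on those 4. The siCON array at 72 h lay −0.0947 from the earlier one, under the bound set for a drift with time, but that bound was wrong, since each time has 1 array and the harvest time of the knockdowns is not stated. A drift of these genes with time after transfection and an effect of silencing therefore cannot be told apart.

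The mean shift of 19q13 differed between groups of knockdowns, +0.10 over the 10 zinc finger knockdowns and +0.20 over the other 4, a difference of −0.10 (exact permutation test, 1001 splits, p = 0.0460, 1 of 10 comparisons and not corrected). Single clusters gave 0 lower and 0 higher calls by limma in that comparison, with 4023 of 22011 at an unadjusted p under 0.05. Outside Table 1, 13 genes that the paper does not discuss were lower by at least 1 on average, with an adjusted p under 0.05 in limma and every knockdown below both siCON arrays. MAP2 (−1.60), KBTBD8 (−1.37), HPSE (−1.33), RBM11 (−1.25) and ARFGEF3 (−1.23) had the largest decreases. F3, the tissue factor that starts blood coagulation, differed by −1.22 (standard error 0.259, adjusted p = 0.0413). The clock gene BMAL2 (−1.18), TC2N (−1.16), the polarity gene PATJ (−1.08), ZNF385D (−1.08), RASL11B (−1.03), RASEF (−1.01) and NCKAP5 (−1.003) followed. By the same rule 7 genes were higher, PAPSS2 (1.51), FAM114A1 (1.23), CREB3L1 (1.17), PLPP3 (1.15), CREB3L2 (1.13), CDH11 (1.11) and CD248 (1.06).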

How the results depend on the processing

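The alternatives without the IGF2R, RASSF8, GTF2I and ZNF85 arrays, the pooled-variance t in the gene set test and the shared clusters of targets were chosen after seeing the data. No called result reversed. Causes of differences were not tested. Of the 6 clusters lower in all 14 knockdowns, 3 were left without the dimmest clusters (a filter on the mean of all arrays, which the fall of SI, ENPP5 and the MRPL30 cluster itself lowers), at a threshold of 1.2 and beyond the nearer siCON array, each; leaving out 1 array gave 4 to 8. The 1 higher cluster became 0 when median-centred, at 1.2 and beyond the nearer siCON array, 5 at 0.8, and 2 without those 4 arrays; leaving out 1 array gave 0 to 3 (3 without siCON replicate 1, 0 without siCON replicate 2, 2 without ZNF85). The 62 lower and 57 higher clusters of limma became 2119 and 3049 with array weights, and 31 and 33 with the methods' t-test under Benjamini-Hochberg, or 2 and 3 under Bonferroni adjustment. Median-centring gave 80 lower and 34 higher. Leaving out 1 array gave 2 to 81 lower and 0 to 59 higher: 8 and 5 without siCON replicate 1, 2 and 0 without siCON replicate 2 (688 and 709 at an unadjusted p under 0.05), where the lone siCON array is assumed to vary like the knockdowns, and 34 or 36 higher without ZNF85 or ZNF528. For 19q13 the adjusted p of 1.15e-21 became 1 with an estimated correlation and 0.533 by exact permutation of arrays, and 1.84e-27 to 1.26e-11 with 1 array left out. For cell cycle checkpoints 4.45e-23 became 0.710 and 0.275, and 3.83e-24 to 1.05e-18. Of the 7 other bands, 3 were called, 1 by camera with the preset correlation, 0 with an estimated one and 0 by permutation (unadjusted 0 and 1), and 3 to 4 with 1 array left out. Of the 30 other lists, 13 were called, 0 with an estimated correlation and 0 by permutation (unadjusted 3 and 9), and 12 to 15 with 1 knockdown left out. The permutation of arrays, whose smallest p is 0.00833, can call no band or list after adjustment. Its counts of 0 and its adjusted p for 19q13 and the checkpoints therefore do not show a call lost. The exact permutation of Table 1 genes called 8, and 0 without either siCON replicate, where the smallest p possible is 0.0667, which says nothing about stability. Of the 21 called genes of Table 1 and of the largest changes (called genes named from lists not counted), 20 lost the call without siCON replicate 2, 14 without siCON replicate 1, 18 with the methods' t-test under Bonferroni adjustment, 7 under Benjamini-Hochberg, 4 with zinc finger knockdowns alone and at most 2 without any 1 knockdown. Among other values, bands kept their side of the threshold 173 times, were stronger 7 and weaker 9 times, lists kept it 307 times and were weaker 44 times, and genes kept it 580 times, were stronger 1 and weaker 88 times. The correction for GC content was not run, since no genome was used here. No paired analysis was possible because each knockdown has 1 array and shares no second replicate number with siCON.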

Differences from the paper's values

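The 8 mean log2 differences of Table 1 match the values here within 0.00948. The siCON levels drawn in Fig. 4 differ for 4 of its 6 panels, all read by eye. For POSTN the paper's siCON level is about 7.4 in Fig. 4, read by eye, and the value here is 10.14. For MRPL30 the paper's is about 10 in Fig. 4, read by eye, and the value here, of the cluster shared with C2orf15, is 8.16. For ENPP5 the paper's is about 9.5 in Fig. 4, read by eye, and the value here is 7.37. For TGFB3 the paper's is about 8.2 in Fig. 4, read by eye, and the value here is 9.47. None of the alternatives set before the data were examined, quantile-normalized values or either siCON array left out, brings any of these 4 to the paper's level. The level drawn over POSTN is near that of ENPP5 here, the one over MRPL30 near that of POSTN, the one over ENPP5 near that of TGFB3 and the one over TGFB3 near that of the MRPL30 cluster. A cluster of MRPL30 alone, at 10.285 in siCON, is also near the level drawn over MRPL30, though it was not lower in limma. For DDAH1 and SI the drawn levels match the values here, 9.66 and 5.88.

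The paper lists 16q13, 3p21 and 6p22 among its changed bands, and these were not called here. The Bonferroni-adjusted p was 0.641 for 16q13, 0.0625 for 3p21 and 0.611 for 6p22, while 19q13, 19p13, 17q21 and 11p15, which the paper also lists, were called. For the chromosomal band 3p21 the settings that reach a call are those without siCON replicate 2 (adjusted p = 0.00795), without the knockdown of ZNF43 (0.0425), IGFBP2 (0.0375) or ZNF665 (0.0171), and the mean of a gene's clusters (0.0436). For the chromosomal band 6p22 they are those without the dimmest clusters (0.00333) and minus the brightness trend (0.0240), both on the lower side. The bands here were laid out by anchor genes and gene order and tested as 8 sets, and the paper does not state how many sets its correction covered. The paper states that its decreases were found for the gene MRPL30, while the cluster that fell also lists C2orf15, and the other 2 clusters of MRPL30 differed by −0.42 and −0.02. The curated pathway sets of the paper were not tested here, since the gene lists were written from general knowledge.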

Other observations

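The gene list tests here were planned, while the counts per knockdown and the single genes named for a count of 5 or fewer were chosen after their values were seen. Genes of cholesterol synthesis lay lower in the knockdowns, with a median log2 difference of −0.35 over 16 genes (Bonferroni-adjusted p = 1.87e-04, but p = 0.0416 and adjusted p = 1 with an estimated correlation, so the call is lost). The isomerase IDI1 (−0.61, adjusted p = 0.137) and PMVK, a kinase of the same pathway (0.37, adjusted p = 0.137), were called adjusted over the list alone, in opposite directions. Core histone genes had a median of −0.18 over 50 genes (adjusted p = 1.51e-07, p = 0.101 with an estimated correlation), with H3C1 (−0.90, adjusted p = 0.109) and H2BC8 (−0.51, adjusted p = 0.0901) lower adjusted over the list alone. Mitochondrial ribosomal proteins had a median of −0.14 over 65 genes (adjusted p = 5.21e-09, p = 0.0903 with an estimated correlation), among them MRPL58 (−0.45, adjusted p = 0.211). Oxidative phosphorylation genes had a median of −0.06 over 64 genes (adjusted p = 0.00288, p = 0.262 with an estimated correlation), which was not called after quantile normalization (adjusted p = 1). The IGF axis, 12 genes that include the siRNA target IGFBP2, had a median of 0.24 (adjusted p = 0.0386, p = 0.187 with an estimated correlation), all 12 with a positive difference and IGFBP7 called (0.81, standard error 0.172, adjusted p = 0.0421); for IGF axis the adjusted p was 0.241 without siCON replicate 1. OR8K3 was the 1 olfactory receptor gene called (0.67, adjusted p = 0.0449).

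Lists of KIT output and of tumor identity were not called. The 17 genes of KIT and MAPK output had a median of −0.06 (adjusted p = 1) and the 9 markers of GIST and interstitial cells of Cajal a median of 0.17 (adjusted p = 1). ETV1, the factor that works with KIT in these cells, differed by 0.62 (standard error 0.162, adjusted p = 0.109) and was higher adjusted over either list alone. Adjusted over the marker list alone, the potassium channel KCNK3 was also higher (0.95, adjusted p = 0.140) and the carbonic anhydrase CA2 lower (−0.53, adjusted p = 0.186). The hypoxia response had a median of 0.07, a mean of −0.00 and a test on the lower side over 20 genes (adjusted p = 1), with the glucose transporter SLC2A1 the 1 gene called, and BNIP3L at 0.64 (adjusted p = 0.202); its median was −0.02 minus the brightness trend. The 21 p53 targets had a median of 0.15 (adjusted p = 1, and 0.00378 minus the brightness trend for p53 targets), with CCNG1 at 0.55 (adjusted p = 0.160). Type I interferon response genes had a median of 0.02, a mean of −0.00 and a test on the lower side over 37 genes (adjusted p = 1), with IFIT2 at 0.63 (adjusted p = 0.203) and IFIT1 at −0.64 (adjusted p = 0.313). Genes of the unfolded protein and amino acid stress response had a median of 0.05 over 20 genes (adjusted p = 1), with the chaperone HSPA5 at 0.34 (adjusted p = 0.219). Of other cell types, smooth muscle markers had a median of 0.13 over 8 genes (adjusted p = 1), epithelial markers 0.13 over 10 (adjusted p = 1), with the adhesion molecule EPCAM lower (−0.78, standard error 0.166, adjusted p = 0.0421) and, adjusted over the list alone, KRT18 (−0.53) lower and KRT8 (0.51) higher, and blood and immune markers 0.20 over 9 (adjusted p = 0.0564). EPCAM was 4.39 on the 48 h and 5.50 on the 72 h siCON array. Of genes with little expression outside special tissues, keratin-associated proteins had a median of 0.17 over 34 (adjusted p = 0.125), taste receptors and defensins 0.13 over 29 (adjusted p = 1) and metallothioneins 0.21 over 7 (adjusted p = 1). Ribosomal proteins had a median of −0.06 over 31 genes (adjusted p = 1), and the 5 siRNA targets, over all knockdowns, −0.18 (adjusted p = 1).

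Single knockdowns differed in how many clusters lay at least 1 from the siCON mean, from 210 for ZNF43 to 1127 for IGF2R (856 lower and 271 higher), with 787 for RASSF8. The arrays of IGF2R and RASSF8 had a narrow range of values (SD 2.16 and 2.19, against 2.27 and 2.26 in siCON). The part of this range in the counts was not tested. The siCON arrays differ from each other by as much in 164 clusters, a comparison of single arrays and not of an array with a mean. POSTN, at 9.64 on the 48 h and 10.64 on the 72 h array, stays just under a difference of 1. Each knockdown had genes apart from all other 15 arrays, given here with the gap to the nearest of them and no replicate. SULT1B1, a sulfotransferase, was higher in the ZNF91 knockdown by 1.53, CLCA2 in the ZNF431 knockdown by 1.37, S100A10 in the ZNF100 knockdown by 1.26, CALB1 in the GTF2I knockdown by 1.13, the smooth muscle actin ACTG2 in the ZNF254 knockdown by 0.97, OR52E4 in the ZNF528 knockdown by 0.89 and the matricellular gene CCN1 in the ZNF85 knockdown by 0.80. Lower were VAMP3 in the RASSF8 knockdown (−1.39), ZDHHC12 in the IGFBP2 knockdown (−1.28), the MHC class II gene HLA-DPA1 in the ZNF43 knockdown (−1.26), REEP3 in the IGF2R knockdown (−1.14), DBI in the ZNF665 knockdown (−1.09), the cyclin D1 gene CCND1 in the ZNF429 knockdown (−0.80) and GPAT3 in the ZNF708 knockdown (−0.74). ZNF43 had its lowest value in the ZNF91 knockdown (9.55, −0.76 from siCON), below its own knockdown at 9.77, and its highest in the ZNF665 knockdown (10.75).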
